# Ultradian Rhythms in the Transcriptome of *Neurospora crassa*

**DOI:** 10.1016/j.isci.2018.11.012

**Published:** 2018-11-10

**Authors:** Bharath Ananthasubramaniam, Axel Diernfellner, Michael Brunner, Hanspeter Herzel

**Keywords:** Biological Sciences, Chronobiology, Transcriptomics

## Abstract

In many organisms, the circadian clock drives rhythms in the transcription of clock-controlled genes that can be either circadian (∼24-hr period) or ultradian (<24-hr period). Ultradian rhythms with periods that are a fraction of 24 hr are termed *harmonics*. Several harmonic transcripts were discovered in the mouse liver, but their functional significance remains unclear. Using a model-based analysis, we report for the first time ∼7-hr *third harmonic* transcripts in *Neurospora crassa*, a well-established fungal circadian model organism. Several third harmonic genes are regulated by female fertility 7 (FF-7), whose transcript itself is third harmonic. The knockout of circadian output regulator CSP1 superimposes circadian rhythms on the third harmonic genes, whereas the knockout of stress response regulator MSN1 converts third harmonic rhythms to second harmonic rhythms. The 460 ∼7-hr genes are co-regulated in two anti-phasic groups in multiple genotypes and include kinases, chromatin remodelers, and homologs of harmonic genes in the mouse liver.

## Highlights

• Coexisting harmonic ∼7-hr and circadian rhythms in fungal clock model organism
• Knockout of output regulator CSP1 imposes circadian rhythms over ∼7-hr rhythms
• Third harmonic rhythms are a part of key cellular processes and mediated by FF-7
• 7-hr genes are co-regulated in two anti-phasic clusters across genotypes and laboratories

## Introduction

Many organisms evolved a circadian timekeeper to adapt to the 24-hr day-night cycle on earth. This timekeeper or circadian clock can be found among plants, animals, and fungi and is thought to have evolved independently multiple times (Liu and Bell-Pedersen, 2006, Dunlap and Loros, 2017). The conserved basis for circadian rhythm generation is delayed negative feedback loops involving either purely translational or a combination of transcriptional and translational processes (Bell-Pedersen et al., 2005). For example, within the core clock of the fungus *Neurospora crassa*, the positive regulator white collar complex (WCC), a heterodimer of GATA-type transcription factors (TFs) *wc-1* and *wc-2*, drives transcription of the negative element frequency (*frq*) that after transcription, translation, and successive phosphorylations suppresses the activity of WCC (Larrondo et al., 2015, Hong et al., 2008). Eventually, further phosphorylation eliminates the interaction of WCC and FRQ allowing the cycle to begin again. The core circadian clock then regulates many physiological processes within the organism to achieve the necessary temporal adaptation and anticipation.

The primary output of the core clock is rhythmic transcription of a group of genes called *clock-controlled genes* (ccgs) via one or more TFs that are part of the core clock. These ccgs are classified as *circadian*, if they have a period close to 24 hr. However, these transcript rhythms can have a period shorter than 24 hr, in which case they are classified as *ultradian*. In particular, when the ultradian rhythms have a period that is a fraction of 24 hr (circadian period), the rhythms can be considered harmonics. For example, 12-hr rhythms are second harmonic (half the circadian period) and 8-hr rhythms are third harmonic (a third of the circadian period). Such scenarios are of interest for two reasons. First, a harmonic rhythm is also periodic over a 24-hr interval. Second, the relationship between the period lengths is suggestive of regulation by the circadian clock (that has a 24-hr period).

Hughes et al. (2009) first discovered such harmonic transcriptional rhythms in the mouse liver and showed that the ca. 300 harmonic genes were produced only in the *in vivo* context through the interaction of multiple rhythmic inputs. More recently, such harmonic rhythms have also been observed at the proteomic and metabolomic levels (Krishnaiah et al., 2017). Outside of terrestrial model organisms, approximately 12-hr (second harmonic) rhythms have been shown to exist as part of circa-tidal clocks that function independently of the circadian clock (Zhang et al., 2013, Zantke et al., 2013). Zhu et al. (2017) recently identified 12-hr harmonic transcriptional rhythms in the liver of mice lacking a clock (i.e., in *Bmal1* knockout mice) and conjecture from gene conservation that these second harmonics might be generated by remnants of an ancestral circa-tidal clock. Nevertheless, there have been no studies that have identified harmonic ccgs in circadian model organisms other than in mammals.

In this work, we report for the first time third harmonic ∼7-hr rhythms in the transcriptome of *N*. *crassa*, the model clock organism in the fungal kingdom. These nearly 500 third harmonic genes include TFs, kinases, and chromatin remodelers and four classes of genes that are conserved between fungi (*Neurospora*) and mammals (mice), i.e., expressed as harmonics in both organisms. Although the harmonics do not appear to be directly driven by known circadian TFs, they are affected by the morning repressor, CSP1, in whose absence the third harmonic genes acquire a superimposed circadian rhythm. Furthermore, loss of the stress response transcription factor MSN1 turns the ∼7-hr third harmonic rhythms into 11-hr harmonic rhythms. The TF female fertility 7 (FF-7), whose transcript itself is third harmonic, likely drives downstream third harmonic rhythms in a significant fraction of genes.

## Results

### Third Harmonic Rhythms with Near-7-hr Period Are Widespread in *N*. *crassa*

The model-selection-based procedure (see Transparent Methods and Figure S1A) found 1,784 rhythmic genes (with 7.33-, 11-, or 22-hr period) at a false discovery rate (FDR) of 0.1 among 7,212 expressed genes in the wild-type (WT) strain in the dark after 11 hr:11 hr light-dark (LD) entrainment. Consistent with earlier analyses of these data (Sancar et al., 2015b), we found 1,218 circadian (22 hr) transcripts (Figure 1A). Note that *N*. *crassa* has an intrinsic period of ∼22.5hr and hence we used 22 hr as the circadian period. Surprisingly, we discovered 460 and 106 genes (Table S1) at the third and second harmonics, respectively. The relative proportion of these three oscillation periods was robust to the choice of FDR threshold. We also verified that these oscillation periods indeed exist using an independent method called ARSER from the MetaCycle package (Wu et al., 2016) (Figure 1B). Owing to the preponderance of third harmonic rhythms when compared with the second harmonic rhythms, we focus on such harmonic genes in the rest of this work.

**Figure 1:**
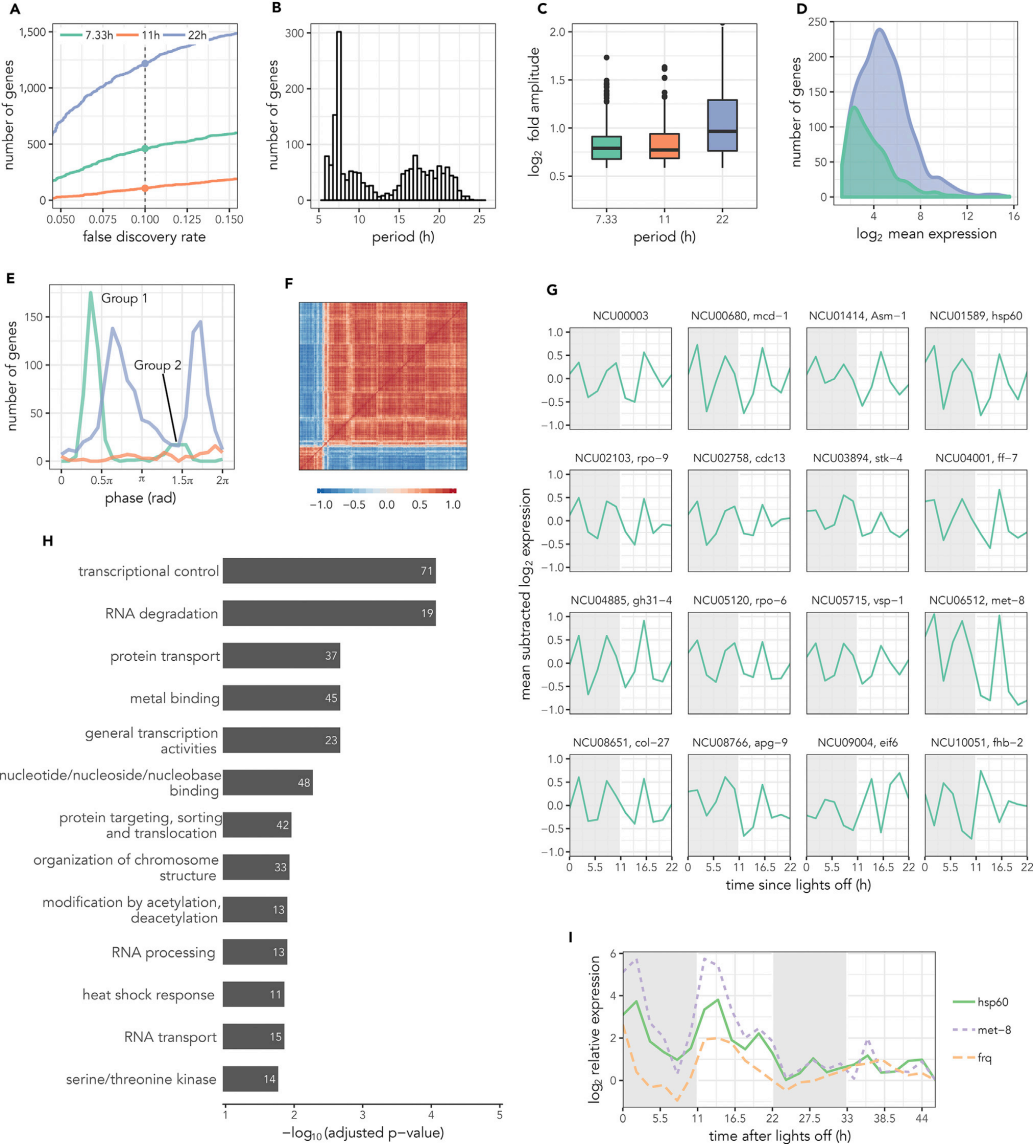
Quantification of 7-hr Transcripts in *N*. *crassa* (A–I) (A) The number of rhythmic genes at each period identified by the model-selection-based procedure at different false discovery rate thresholds. The color coding for the different periods is maintained throughout the figure. (B) The distribution of periods of the rhythmic genes as estimated by the ARSER (Wu et al., 2016). The distribution of peak-to-peak fold amplitudes (C), mean expression level (D), and phases (E) of the different rhythmic genes quantified by the model-selection-based procedure. The second harmonic genes have been omitted in (D) for clarity. (F) Correlation-metric-based hierarchical clustering of the mean-subtracted expression profiles of the third harmonic genes. (G) Transcript profiles of selected third harmonic genes, such as transcription factors, kinases, and chromatin remodelers. (H) Top functional categories (FDR<0.05) enriched in the third harmonic genes using FungiFun2 (Priebe et al., 2015). (I) Verification of 7-hr rhythms in two candidate genes using quantitative real-time PCR over a 2-day time course with 2-hr time resolution. The results for *met-8* and *hsp60* in a WT strain are shown. The circadian clock gene *frq* is included as a positive control of the quantitative real-time PCR analysis. Expression levels relative to the last time point are plotted for each gene. See also Figures S1 and S2 and Transparent Methods.

The third harmonic rhythms have a peak-to-peak amplitude (Figure 1C) and magnitude (mean) of expression (Figure 1D) comparable to the circadian rhythms. The third harmonic genes were clustered in two anti-phasic groups (Figure 1E), much like the circadian ccgs as previously reported (Sancar et al., 2015b). In addition, correlation-based hierarchical clustering of the expression profiles of the third harmonic genes split the gene set into two anti-phasic clusters with each cluster having highly similar profiles (Figure 1F). The expression phase-based and correlation-based clusters matched precisely, and we henceforth refer to the clusters as Group 1 (with 392 genes) and Group 2 (with 68 genes) (Figure 1E).

We then attempted to confirm the existence of the harmonic rhythms in two ways. 

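In the WT libraries of this repeat, genes of the clock are measured at 10.2 CPM (*frq*, the negative element of the clock), 6.24 CPM (*frh*, the partner of FRQ) and 23.8 CPM (*wc-2*, a subunit of the white collar complex), as means of 12 libraries. Each library comes from 1 liquid culture, harvested at 0 to 22 h of darkness in steps of 2 h after 2 days in 11 h of light and 11 h of dark. The files give estimated counts for 9730 genes, summing to 2732470 to 8094126 per library. Rhythms of 22, 11 and 7.33 h were tested together in edgeR on 6 cosine and sine terms, over the 7239 genes with a mean of at least 2 CPM and at a false discovery rate of 0.1. The times span a single cycle of 22 h with 1 culture at each, and the fit gives 0 h and 22 h the same phase. The cultures of these times are not alike, as 0 h is the time of lights off. There *frq* stands at 18.0 CPM, against 7.48 CPM at 22 h.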

First, we repeated the original WT high-throughput sequencing on fresh cultures under the same conditions and analyzed the data (Figures S2A and S2B). 

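In the repeat WT series, NCU02819 (a high mobility group protein) peaks at 13.1 h with a fold of 3.42 between peak and trough, and *spr-7* (proteinase T) at 16.1 h with a fold of 12.2 (edgeR, adjusted p = 0.0442 for both, n = 12 libraries). NCU06326 (pectate lyase 1) peaks at 13.7 h with a fold of 3.54 (adjusted p = 0.0442) and NCU02378 (an integral membrane protein) at 12.8 h with a fold of 2.41 (adjusted p = 0.0596). NCU05354, a hypothetical protein, is the only gene called at 11 h (3.74-fold, adjusted p = 0.0911). Adjusted p here are those of the test of all 3 periods together, and genes are ranked by that test. Of the named genes strongest at 7.33 h, the first are NCU07257 (an F-box protein, 2.31-fold), NCU04721 (neutral ceramidase, 2.24-fold), both at adjusted p = 0.132, and NCU09810 (a subunit of succinyl-CoA synthetase, 1.58-fold, adjusted p = 0.148). In the 7.33 h component alone *met-8* reaches 1.12-fold (unadjusted p = 0.798 for that component), *hsp60* 1.26-fold (p = 0.233) and the transcription factor gene *ff-7* 1.22-fold (p = 0.427).

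edgeR called 23 genes, 22 of them at 22 h, 1 at 11 h and 0 at 7.33 h. At unadjusted p < 0.05 the counts are 506, 187 and 228, the likelihood ratio test of DESeq2 calls 206, 55 and 47, and limma-voom calls 6 genes in all, none at 7.33 h. Of the 23 genes, 16 are circadian genes of Table S1, 0 are third-harmonic genes and 7 are in none of its sets. Among the third-harmonic genes of Table S1, 136 of 447 (30.4%) have their largest amplitude at 7.33 h (p = 0.526 for this share in a one-sided permutation test over 10000 shuffles of the times), and of all tested genes 33.9% do. Their 7.33 h component stands below that of other genes (competitive gene set test, adjusted p = 0.0493), a call that is lost with an estimated correlation (adjusted p = 0.924), with limma-voom (adjusted p = 0.0630) and without the library of 0, 2, 6, 8, 10 or 14 h (adjusted p = 0.0594, 0.215, 0.569, 0.228, 0.538 and 0.0816), and without 8 h or 10 h the direction turns to higher. Their 22 h component is also lower (adjusted p = 5.33e-04; 0.924 with an estimated correlation; 0.553 without 6 h). Grouped by the correlation of their profiles, 446 of these genes fall into groups of 374 and 72, with *eif3a*, *prk-4* and *asl-1* in the larger and *his-7*, *hH4-2* and *mbf1* in the smaller.

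The count of 23 falls to 0 without the library of 4, 6, 8, 14 or 16 h, to 9 without 18 h, to 12 without 10 h and to 15 without 20 h, and rises to 109 without 22 h and to 454 without 0 h (85 of them at 7.33 h). Within 1 series the groups run opposite to each other by the way they are formed, so their opposition was not tested on the series that formed them.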

We were able to observe third harmonic gene expression in the gene set in two anti-phasic clusters (see Figures S2C–S2F), although all rhythms (circadian and harmonic) had smaller amplitudes and hence fewer were statistically detected. To verify that the rhythms exist but were only not detected in that sequencing run, we analyzed two selected genes using a different approach, i.e., quantitative real-time PCR. We chose the two genes (*met-8* and *hsp60*) based on four criteria: (1) the peak-to-trough amplitude of the 7-hr transcripts is at least 2-fold; (2) the magnitude of expression is greater than 32 a.u., a cutoff that selects robustly expressed genes; (3) the 7-hr rhythm is also observed in the ΔCSP1 strain (discussed later); and (4) the gene is a known annotated gene. We also included the clock gene *frq* for quality control of the samples. The 7-hr rhythms were clearly reproducible in the fresh WT cultures (Figure S2G) with the rhythms showing at least a 2-fold amplitude assumed in the selection criteria. Second, we empirically estimated the probability of observing 460 third harmonic genes by random chance (by randomly shuffling the time labels) to be less than 8% (Figure S2H), which is below our design FDR threshold.

We next tested if the ∼7-hr rhythms persist beyond 1 day and hence are self-sustained. We performed the WT experiment over a longer time span of 46 hr and measured the expression of the two selected genes, *met-8* and *hsp60*, and *frq* as control using quantitative real-time PCR. The rhythms with third peaks of activity a day did persist beyond 1 day, albeit with strong dampening of the rhythms after day 1 (Figure 1I). The rhythms in *met-8* and *hsp60* were nevertheless in phase, as we expected from the other datasets. To our surprise, long-term monitoring (over multiple days) of the promoters of these two genes using a luciferase assay (Cesbron et al., 2013) in solid media (as opposed to liquid media for all the previous experiments) yielded oscillations in several clones that were not ultradian (Figure S2I).

The third harmonic genes included several kinases, chromatin remodelers, and those involved in regulation of transcription, heat shock response, protein transport, and RNA processing, according to functional categorization (Figures 1G and 1H, Table S2). These also included 17 of 132 expressed putative and known TFs (Colot et al., 2006), such as *ff-7*, *ada-3*, *tah-3*, *col-27,* and *asl-1*. Examples of kinases in this gene set are *stk-4*, *ste-7*, *prk-4,* and *prk-8*, and the histone deacetylase *hda-4*. Surprisingly, we found *frh*, the interaction partner of the *Neurospora* core clock component *frq*, also among the third harmonic genes.

Several hundred genes are conserved among eukaryota, and the mammalian and fungal circadian clock mechanisms are highly similar (Liu and Bell-Pedersen, 2006). Therefore, we looked for conservation between the third harmonic genes and the harmonics (both 8- and 12-hr period) in the mammalian liver transcriptome (Hughes et al., 2009) using HomoloGene (Homologene [Internet], 2017). Unexpectedly, we found four families of genes that were conserved (Table 1): subunits of the RNA polymerase II, translation initiation factors, histone deacetylases, and heat shock proteins, one of which we verified using quantitative real-time PCR.

**Table 1:** Conserved Harmonic Genes in Mammals and Fungi

*N*. *crassa*	Gene Family	*Mus musculus*
*rpo-6*, *rpo-9*	DNA-directed RNA polymerase II	*Pol2ri*
*eif3a*, *eif3e*, *eif2β*, *eif5b*, *eif6*	Eukaryotic translation initiation factors	*Eif1a*, *Eif3s10*, *Eif2ak3*
*hsp60*, *hsp70-5*, *hsp70-6*, *hsp88*	Heat shock proteins	*Hspa1b*, *Hspa5*
*hda-4*	Histone deactylases	*Hdac1*

### Generation of Harmonics

The observed harmonics can theoretically originate from three possible mechanisms summarized in Figure 2. First, multiple circadian regulators (e.g., TFs, RNA-binding proteins) with appropriate phases driving transcription of an output gene transcriptionally and/or post-transcriptionally can generate harmonics. For example, Westermark and Herzel (2013) showed that two circadian TFs with anti-phasic transcriptional activity and binding cooperativity can generate second harmonic 12-hr rhythms. Similarly, three circadian TFs with appropriate phases and strengths might produce third harmonic rhythms, but theoretically the regulators need not only be transcriptional in nature.

**Figure 2:**
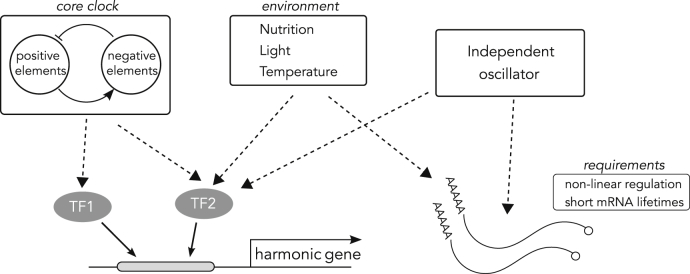
Possible Mechanisms for Generation of Harmonics The harmonics can be generated by combinatorial regulation of periodic factors that are outputs of the circadian clock or periodic environmental inputs, such as light-dark cycles, or by an independent oscillator. The transcripts also need to have sufficiently low stability in order for the harmonics to be observable. See also Figure S3.

Second, the harmonics can be purely generated by one or more periodic environmental inputs, such as LD cycles and nutritional inputs, driving a resonating passive gene regulatory network. Third, these harmonics might be the output of an oscillator independent of the circadian system. The interaction between the independent oscillator and the circadian clock can then result in mode locking and a harmonic relationship of the periods.

### CSP1 Suppresses Circadian Rhythms in Third Harmonic Genes

We first tested the hypothesis whether these third harmonic rhythms might be driven by the 11 hr:11 hr LD cycles. To this end, we checked if these genes acutely respond to lights on in a functional assay (Sancar et al., 2015a). However, only a small fraction of genes (29) responded to light over a span of 2 hr (Figure S3A), which included only two putative TFs, *asl-1* and *vad-2*, suggesting that light is unlikely to play a direct role in generating these harmonics.

Next, we examined whether these third harmonic rhythms are an output of the circadian clock. Hence, we first examined if these genes were direct targets of known circadian output regulators using available chromatin immunoprecipitation sequencing (ChIP-seq) datasets (Table S4) for TFs: WCC, CSP1, RCO1, and SUB1 (Smith et al., 2010, Sancar et al., 2011, Sancar et al., 2015b, Sancar et al., 2015a) (Figure S3B). Incidentally, FF-7, an interaction partner of SUB1, had significantly enriched (*p* = 4.1×10^−3^, Fisher's exact test) binding sites in the vicinity of third harmonic genes, and moreover, the transcript of FF-7 is also third harmonic (Figure 1G).

Although we did not find an overrepresented circadian TF in the ChIP-seq data, we decided to disrupt a large fraction of clock-controlled genes to gauge if that would perturb the third harmonic rhythms. The morning repressor CSP1 is known to drive more than a 1,000 downstream ccgs (Sancar et al., 2015b), and unlike the main circadian output TF WCC (a core clock component), the knockout of CSP1 does not disrupt the core circadian clock. Hence, we quantified the effect of knocking out the morning repressor CSP1 on the transcriptome of *Neurospora*. Our model-selection-based approach detected only 495 circadian ccgs and less than 10 harmonic genes in the ΔCSP1 knockout strain (Figure 3A). Nonetheless, the expression of 1,105 circadian genes identified in the WT (Figure 1A and Table S1) were enriched for circadian (22 hr) components in ΔCSP1 strain (Figure S3D) and the circadian rhythms in these genes are evident under suitable phase ordering (Figure S3C) consistent with the original study (Sancar et al., 2015b).

**Figure 3:**
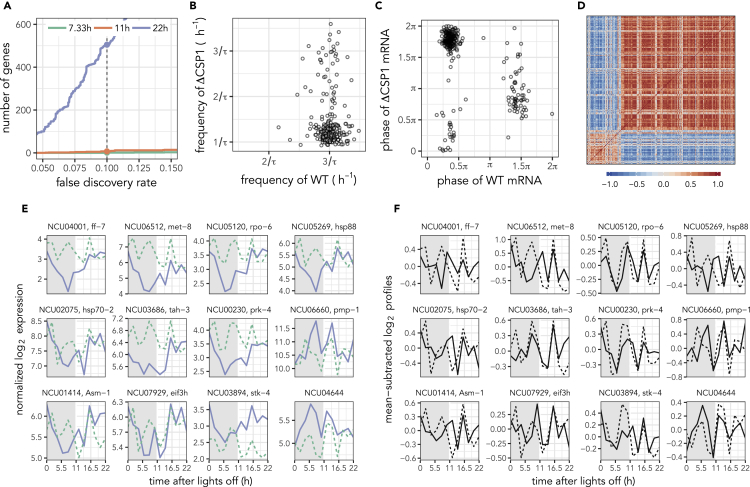
Superimposed Circadian Rhythms in the Third Harmonic Genes in the ΔCSP1 Strain (A) The number of rhythmic genes at each harmonic for different FDR thresholds. (B) The change in frequency (estimated using ARSER) of the third harmonic genes between the wild-type (WT) strain and the ΔCSP1 strain. (C) Comparison of the phases of the third harmonics genes between the WT and ΔCSP1 strains at their respective periods. (D) Pairwise correlation of the gene expression profiles of the third harmonic genes in the ΔCSP1 strain arranged according to the same clustering in Figure 1F. (E) The transcript profiles for selected genes are shown in the WT (dashed) and ΔCSP1 (solid) strains. Colors represent the oscillation periods as in (A). (F) The transcript profiles for the same genes in (E) after subtraction of the induced circadian rhythms in the ΔCSP1 strain (solid) with the profile in the WT strain (dashed) as reference. See also Figure S3.

Since we did not find any harmonic rhythms in the ΔCSP1 background, we wondered whether the third harmonic genes had lost their rhythmicity. The model selection approach we used assigns the “best” period (circadian versus harmonic) to each gene in the transcriptome. In other words, genes are assigned to only one of the three periods. In the ΔCSP1 strain, almost all the third harmonic genes in the WT strain were classified as circadian genes with the rest still classified as third harmonic (Figure 3B). The original set of third harmonic genes was also enriched for the circadian rhythmic component in the ΔCSP1 strain (Figure S3D). Furthermore, the circadian rhythms of third harmonic genes in ΔCSP1 still fall into two anti-phasic groups (π radians apart) like in the WT (Figure 3C) matching Groups 1 and 2. The expression patterns of genes within Group 1 and Group 2 (in Figure 1F) remain highly similar to those seen in the genewise cross-correlation of expression profiles (Figure 3D).

The change in the rhythms of the original third harmonic genes in Figure 1G is evident in Figure 3E. Although the circadian expression pattern that caused our model selection method to classify these genes as circadian is clear, a third harmonic rhythm component also appears to remain in several genes. When the circadian rhythm component was subtracted from the ΔCSP1 expression profiles in these genes, the residual third harmonic rhythm matched the third harmonic rhythms in the WT (Figures 3F and S3E) quite well. In other words, in the ΔCSP1 strain, the third harmonics genes acquire a circadian rhythm that is superimposed on the third harmonic rhythm seen in the WT.

### The Knockout of MSN1 Converts Third Harmonic Rhythms to Second Harmonic Rhythms

Next, to identify potential mechanisms involved in the generation of these third harmonic rhythms, we returned to the functional enrichment we performed earlier (Table S3). The most highly enriched specific category was serine/threonine kinases. In addition, we performed a KEGG pathway enrichment (Kanehisa et al., 2017) and found that RNA degradation and the yeast mitogen-activated protein kinase (MAPK) signaling pathways were highly enriched (Table S2). In particular, in our search for downstream TFs involved in either pathway, we found MSN1, a cutinase G-box-binding protein and ortholog of yeast MSN2p stress response TF. MSN1 was activated by a third harmonic protein kinase A (NCU06240), and its transcript had a third harmonic rhythm that was just outside statistical significance (adjusted p = 0.14). Conveniently, this TF was experimentally accessible, and its knockout has no effect on the core circadian clock as measured by conidiation (except for a reduced growth rate) (Zhou et al., 2018). We therefore decided to test in a genome-wide manner whether ΔMSN1 did indeed not have an effect on clock output, including the third harmonic rhythms.

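*msn-1*, the deleted gene, is measured at 25.7 to 50.8 CPM in the repeat WT series (mean 36.9, SD 7.95, n = 12), and at 0 in 11 of the 12 ΔMSN1 libraries, with 0.41 estimated counts in the one of 10 h. The ΔMSN1 series has 1 liquid culture at each of the same 12 times, grown and entrained in the same way as the WT cultures. Its libraries sum to 2415479 to 9829687 estimated counts, and the deepest are those of 8 h (9670463) and 10 h (9829687). Rhythms were tested in ΔMSN1 alone over 7321 genes, with the test used for the repeat WT series. Differences between the strains were tested in all 24 libraries over 7310 genes. The sets of circadian, second and third-harmonic genes are those of Table S1, which the authors took from the original WT series, not analysed here.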

Model-selection-based classification of the rhythmic genes predominantly identified rhythms with 22- (circadian) and 11-hr (second harmonic) periods (Figures S4A, 4A, and 4B). 

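NCU04266, a hypothetical protein, swings 4.08-fold in ΔMSN1 with its peak at 12.6 h, NCU01861 (a short chain dehydrogenase) 4.44-fold with its peak at 12.6 h, and NCU06326 4.86-fold with its peak at 15.6 h; each is called at 22 h (edgeR, adjusted p = 0.0382, n = 12 libraries). The next named genes at 22 h are NCU00838 (3-dehydroshikimate dehydratase, 2.59-fold, adjusted p = 0.118), *tcu-1* (a copper transporter, 7.35-fold, adjusted p = 0.120) and NCU04823 (an alcohol dehydrogenase, 3.77-fold, adjusted p = 0.120). Of the named genes strongest at 11 h, those with the smallest p in the test of all 3 periods together are *pacc-1* (the transcription factor of the pH response, 2.20-fold, peak at 8.18 h), *gst-3* (a glutathione S-transferase, 2.32-fold, peak at 2.59 h), *pdx-1* (2.01-fold, peak at 1.84 h) and *gh28-1* (a polygalacturonase, 2.97-fold, peak at 3.15 h), each with adjusted p = 0.407.

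edgeR called 3 genes, all at 22 h. At unadjusted p < 0.05 there are 591 genes, 296 of them at 22 h and 187 at 11 h; the likelihood ratio test of DESeq2 calls 192 genes, 109 at 22 h and 54 at 11 h; limma-voom calls 4, 3 at 22 h and NCU07122 at 11 h. The count of 3 falls to 0 without the library of 2, 4, 6, 8, 10, 18 or 20 h and to 1 without 12 or 16 h, and rises to 6 without 14 h, to 9 without 0 h and to 82 without 22 h (39 of them at 11 h).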

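The clock gene *frq* peaks at 15.7 h in the repeat WT series (4.26-fold between peak and trough of the 22 h component, unadjusted p = 0.00371) and at 15.5 h in ΔMSN1 (2.78-fold, p = 0.0552). At 0 h, the time of lights off, *frq* stands at 18.0 CPM in WT and 25.7 CPM in ΔMSN1. At 22 h, which the fit treats as the same phase, *frq* stands at 7.48 and 5.72 CPM. The clock-controlled gene *ccg-1* peaks at 13.4 h in WT (2.91-fold, unadjusted p = 9.31e-06 for the 22 h component) and at 13.7 h in ΔMSN1 (2.89-fold, p = 5.54e-04). In the test of all 3 periods together *ccg-1* has adjusted p = 0.0834 in WT and 0.407 in ΔMSN1. *csp-1*, the gene of a repressor of clock output, has folds of 1.47 in WT and 1.76 in ΔMSN1 at 22 h (unadjusted p = 0.00499 and 0.00816), and *sub-1*, the gene of a light-induced transcription factor, has 1.96 and 1.82 (p = 0.000485 and 0.00226). NCU04266, called in both series, has a WT fold of 4.02 with its peak at 12.7 h (adjusted p = 0.0442). Among the circadian genes of Table S1, 57.0% of 1155 have their largest amplitude at 22 h in the repeat WT series (p = 0.0423 for this share in a one-sided permutation test over 10000 shuffles of the times), and in ΔMSN1 43.5% of 1151 (p = 0.207). Of all tested genes 40.9% and 30.3% do, and the difference in share from them was not tested. The p of single genes come from edgeR with 12 libraries per strain. Unadjusted p are those of the 22 h component, and adjusted p those of the test of all 3 periods together. *frq*, *csp-1* and *sub-1*, given with unadjusted p, are past no adjusted threshold.

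**Figure D1:**
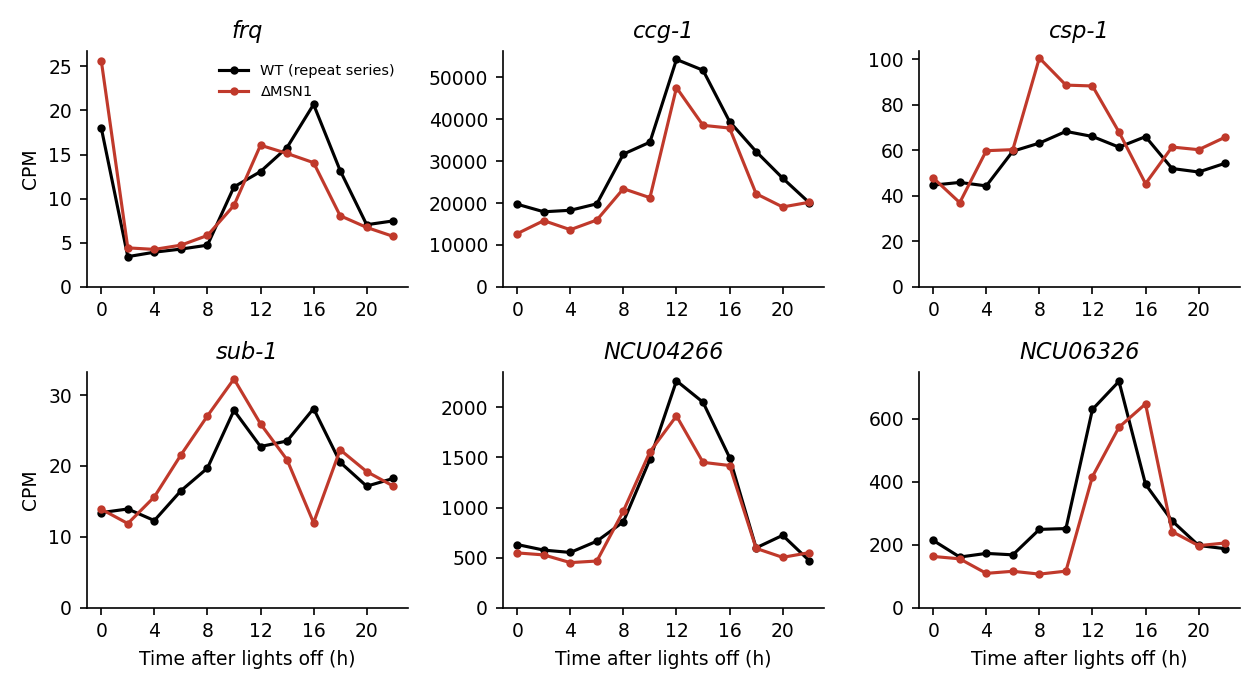
CPM against hours after lights off for *frq*, *ccg-1*, *csp-1*, *sub-1*, NCU04266 and NCU06326 in the repeat WT series (black) and ΔMSN1 (red). Each point is 1 culture.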

The circadian (22 hr) transcriptome (from the WT) remained largely intact in the ΔMSN1 strain (Figure 4A). In particular, we observed statistically significant enrichment of circadian rhythms under ΔMSN1 in the circadian genes identified in the WT (Figure 4C), and vice versa (Figure S4C). Thus, there is significant overlap between the circadian genes. Nonetheless, the phases of the genes appeared to be shifted (Figure 4A), such that reordering the genes by phase in ΔMSN1 makes the circadian rhythms more pronounced (Figure S4B).

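In ΔMSN1 the circadian genes of Table S1, *frq*, *ccg-1*, *csp-1* and *sub-1* among them, have a stronger 22 h component than other genes (1151 genes, competitive gene set test on edgeR's statistics, adjusted p = 2.83e-08, n = 12 libraries). Their 7.33 h component is higher too (adjusted p = 0.00626; 0.123, 0.0710 and 0.0540 without the library of 10, 14 or 6 h), and their 11 h component is not told apart from that of other genes (adjusted p = 0.549). The second-harmonic genes do not pass (adjusted p = 0.228, 0.627 and 0.837 at 22, 11 and 7.33 h), but at 22 h they pass as higher with the gene length trend removed (adjusted p = 0.0275; a step added after seeing the data) and without the library of 8, 10, 12, 20 or 22 h (adjusted p = 0.0279, 0.0243, 0.0108, 0.0147 and 0.0335). In the repeat WT series the same circadian genes stand above others at 22 h (adjusted p = 7.68e-18), at 11 h (adjusted p = 4.91e-05) and, as in ΔMSN1, at 7.33 h (adjusted p = 0.0290; 0.0630 with limma-voom; 0.123, 0.351 and 0.228 without 2, 6 or 8 h). In the other direction, the 291 genes with 22 h as strongest period at unadjusted p < 0.05 in ΔMSN1 have a stronger 22 h component in the repeat WT series (adjusted p = 1.13e-24), and are also higher there at 11 h (adjusted p = 1.32e-05) and 7.33 h (adjusted p = 0.0114; 0.171 with an estimated correlation); they were taken at that level because 3 genes are too few for a set test. With the times shuffled 10000 times in place of the model (one-sided permutation test), the circadian genes have adjusted p = 0.0756 at 22 h and 0.897 at 7.33 h in ΔMSN1, so neither call is kept there, and in WT 0.00360 at 22 h, 0.828 at 11 h and 0.953 at 7.33 h.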

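All 3 genes called at 22 h in ΔMSN1, NCU01861, NCU04266 and NCU06326, are circadian genes of Table S1, where 0.472 would be drawn from 7321 tested genes (Fisher's exact test, two-sided, p = 0.00388). The 3 calls are lost without the library of 2, 4, 6, 8, 10, 18 or 20 h, and the overlap was not recomputed with a time left out. With a minimum of 5 CPM the 3-dehydroshikimate dehydratase gene NCU00838 joins them, and 4 of 4 are circadian (exact p = 0.000726). At unadjusted p < 0.05 the circadian set holds 151 of the 296 genes of 22 h, with 46.5 expected (odds ratio 6.27, exact p = 1.36e-47). NCU04266 and NCU06326 are also called in the repeat WT series, where NCU01861 has adjusted p = 0.132 (4.11-fold, peak at 12.8 h). The genes of a set vary together across cultures, so the exact test, which counts genes as independent, gives a p that is too small to an extent that was not measured.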

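For the circadian genes NCU04266 and NCU06326, the only ones called at 22 h in both series, the peak in ΔMSN1 is 0.13 h earlier and 1.92 h later than in the repeat WT series, so their mean of 0.892 h later joins 1 gene each way. *csp-1* peaks at 11.9 h in WT and 10.3 h in ΔMSN1, and *sub-1* at 13.4 h and 10.7 h, while *wc-2* peaks at 4.52 h and 4.4 h. The 22 h component of *wc-2* has unadjusted p = 0.00198 in WT and 0.177 in ΔMSN1 (edgeR), so its peak time in ΔMSN1 is uncertain. Over the 155 circadian genes with a 22 h component at unadjusted p < 0.05 in both strains, a level chosen after seeing the data, the peak is 0.940 h later in ΔMSN1 (circular SD 3.01 h), and 74.2% lie within 3 h of their WT peak. Over all 1145 circadian genes measured in both it is 1.03 h later (circular SD 5.19 h), with 44.0% within 3 h. The mean difference is smaller than the step of 2 h between cultures, and with 1 series per strain no test of it was run.

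**Figure D2:**
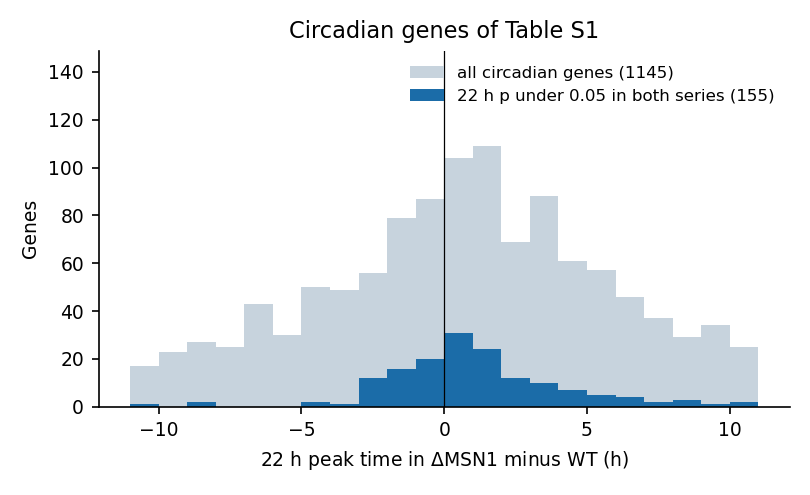
Number of circadian genes of Table S1 against the difference of their 22 h peak time, ΔMSN1 minus repeat WT, in hours. Grey, all genes measured in both series; blue, genes with a 22 h component at unadjusted p < 0.05 in both.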

**Figure 4:**
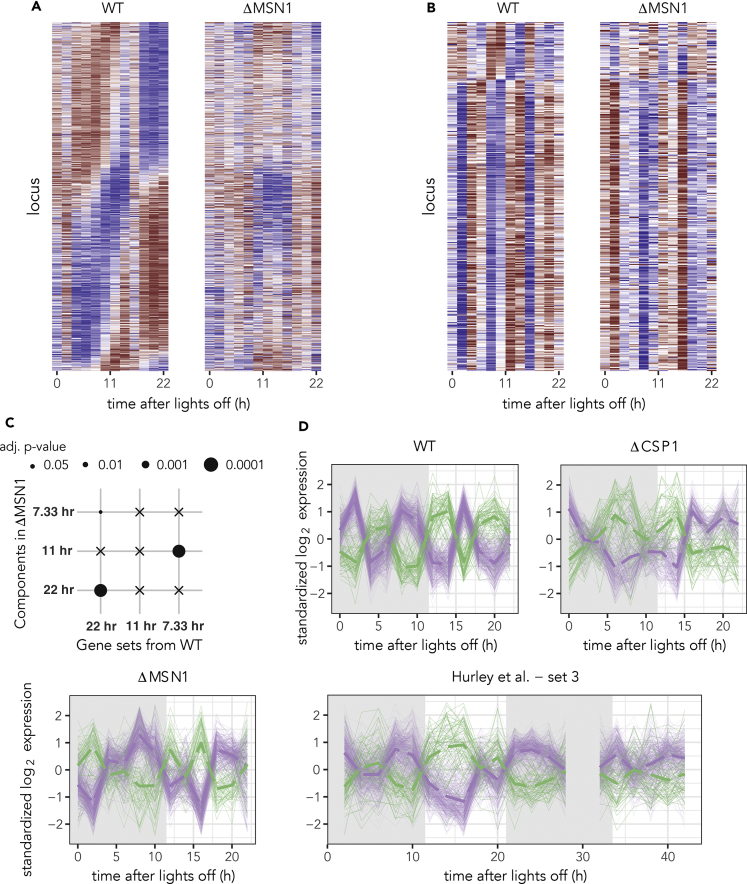
MSN1-Dependent Regulation of Third Harmonic Rhythms and Co-regulation of Anti-phasic Genes (A–D) Heatmaps comparing the expression of the circadian (A) and third harmonic genes (B) (from Figure 1) in the WT and ΔMSN1 strains. The genes are sorted according to their phases in the WT, and a common scale is used for all heatmaps. (C) Competitive gene set testing (Wu and Smyth, 2012) of the different harmonic components in the ΔMSN1 strain within the rhythmic sets identified in the WT strain. Adjusted p-values are rounded up to the four levels shown, and crosses represent no significance (>0.05). (D) The standardized (*Z* score) expression profiles of the Group 1 (violet) and Group 2 (green) genes in the different genotypes and in the WT dataset from Hurley et al. (2014). The average of the standardized profiles in each group is shown as thick dashed lines. Missing time points were omitted from the plots. See also Figures S4 and S5.

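Of the named genes strongest at 7.33 h in ΔMSN1, the xylanase gene *gh11-1* has the smallest p in the test of all 3 periods together (3.21-fold, adjusted p = 0.124, edgeR, n = 12 libraries). NCU09992 (a serine peptidase, 2.07-fold, adjusted p = 0.226), NCU01057 (a taurine dioxygenase, 5.21-fold, adjusted p = 0.320), the glucose transporter gene *hgt-1* (adjusted p = 0.336) and *fea-1* (feruloyl esterase B, 2.69-fold, adjusted p = 0.407) follow. The third-harmonic gene *fhb-2* is strongest at 7.33 h (1.52-fold, unadjusted p = 0.0169 for that component), whereas *ff-7*, *met-8*, *hsp60* and the kinase gene *prk-4* are not. edgeR and limma-voom called 0 genes at this period in ΔMSN1, DESeq2 called 29, and 108 have unadjusted p < 0.05. Of those 108, 3 are third-harmonic genes of Table S1, with 6.58 expected (Fisher's exact test, two-sided, p = 0.219).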

Interestingly, the classification found almost no third harmonic rhythms like in the ΔCSP1 strain (Figure S4A). 

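In ΔMSN1 the transcription factor gene *ff-7* is strongest at 11 h (1.76-fold, peak at 7.71 h, unadjusted p = 0.0205 for that component), as are *tah-3* (1.70-fold, 8.16 h, p = 0.0376), the deacetylase gene *hda-4* (1.77-fold, 8.00 h, p = 0.0470), *ada-3* (1.55-fold, 7.91 h, p = 0.0650) and *prk-4* (1.54-fold, 7.78 h, p = 0.0917). *met-8* (1.44-fold, 8.08 h, p = 0.0837), the mitochondrial chaperone gene *hsp60* (1.65-fold, 8.41 h, p = 0.0508) and *frh* (1.44-fold, 8.44 h, p = 0.112) have their 11 h peak near the same time. The translation factor gene *eif6* and *asl-1* are strongest at 22 h. None of these genes passes the adjusted threshold (edgeR, n = 12 libraries).

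Of 446 third-harmonic genes measured in ΔMSN1, 354 (79.4%) have their largest amplitude at 11 h, 46 at 22 h and 46 at 7.33 h (p = 0.0442 for the share at 11 h in a one-sided permutation test over 10000 shuffles of the times). Of all 7321 tested genes 46.9% are strongest at 11 h, and the difference in share from them was not tested by shuffling. In the repeat WT series the share of third-harmonic genes at 11 h is 36.7%. In ΔMSN1 it is lower, with p above 0.05, without the library of 2 h (69.5%, p = 0.0782), 6 h (73.5%, p = 0.0871), 8 h (59.0%, p = 0.178), 10 h (76.2%, p = 0.0789), 12 h (54.9%, p = 0.215) or 18 h (54.5%, p = 0.215), and without 0 h (78.7%) or 22 h (80.7%) p is 0.0559 and 0.0583. The third-harmonic genes are long (median 3626 bp, against 2362 bp for all tested genes), and with the trend of expression with gene length removed from each library, a step added after seeing the data, the share is 50.4% (p = 0.103).

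**Figure D3:**
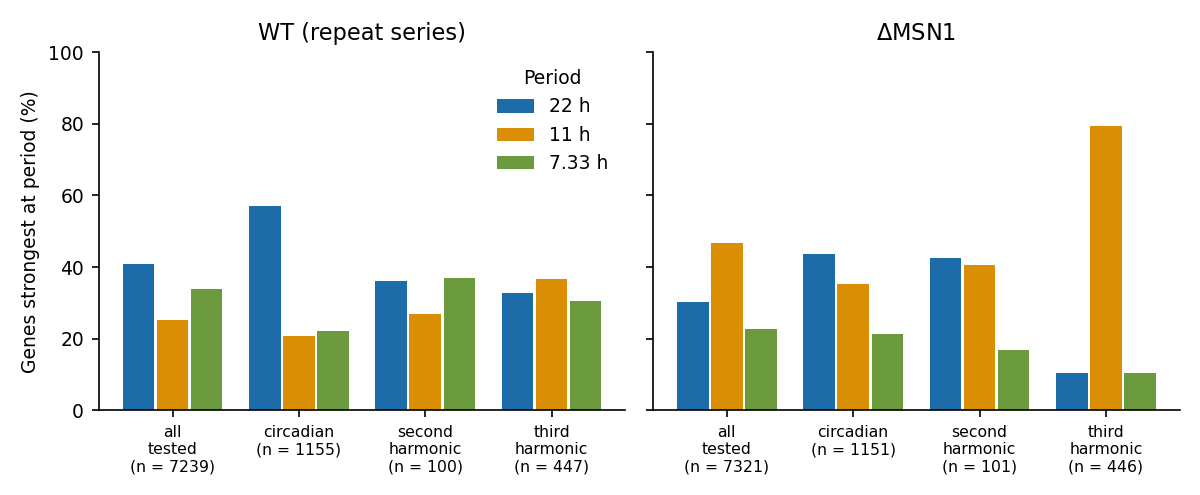
Percentage of genes whose largest amplitude is at 22, 11 or 7.33 h, for all tested genes and the sets of Table S1, in the repeat WT series (left) and ΔMSN1 (right). The number of genes stands under each set.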

Deeper investigation revealed that all the third harmonic genes had assumed a 11-hr (second harmonic) period (Figure 4B). This was statistically supported by the enrichment of second harmonic components in the ΔMSN1 strain among the WT third harmonic genes (Figure 4C) and complementarily, the enrichment of third harmonic components in the WT strain among the ΔMSN1 second harmonic genes (Figure S4C). Furthermore, the two groups of genes (Group 1 and Group 2) continued to be co-expressed in anti-phase. That is, loss of MSN1 either directly or indirectly disrupts one of the rhythmic factors involved in harmonic generation, as we described in Figure 2.

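Besides *ff-7*, the third-harmonic genes named in the paper with the smallest p for the 11 h component in ΔMSN1 are *eif3a* (a translation initiation factor, 1.88-fold, unadjusted p = 0.0137), *hsp70-5* (1.81-fold, p = 0.0198), *gh31-4* (1.90-fold, p = 0.0203) and *hsp88* (1.61-fold, p = 0.0265). As a set, 446 third-harmonic genes have a stronger 11 h component in ΔMSN1 than other genes (competitive gene set test on edgeR's statistics, adjusted p = 4.66e-11, n = 12 libraries), a call that is lost with an estimated correlation (adjusted p = 0.521). At 22 h and at 7.33 h they do not pass (adjusted p = 0.445 and 0.0879). They do pass as lower at 7.33 h with DESeq2's size factors (0.0469), with a minimum of 5 CPM (0.0473) and without 0 h (0.00658) or 18 h (0.0191), and at 22 h with the gene length trend removed (0.0275) and without 8 h (0.0279) or 10 h (0.0243). In the repeat WT series their 11 h component does not pass (adjusted p = 0.536), and is lower without 0 h (0.0263) or 16 h (0.0225).

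For the other direction, the 179 genes with 11 h as strongest period at unadjusted p < 0.05 in ΔMSN1 were tested in the repeat WT series. Their 7.33 h component is not told apart from that of other genes (adjusted p = 0.320), while their 11 h component (adjusted p = 4.68e-04) and 22 h component (adjusted p = 0.00171) are higher. Of 187 such genes in ΔMSN1, 17 are third-harmonic genes, with 11.4 expected (Fisher's exact test, two-sided, p = 0.0877), and 45 are circadian genes, with 29.4 expected (exact p = 0.00295). The third-harmonic genes vary together, and the call of their 11 h component in ΔMSN1 is also lost with the times shuffled (one-sided permutation test, adjusted p = 0.318) and with the gene length trend removed (adjusted p = 0.0713).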

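In ΔMSN1 the larger group, which holds *eif3a*, *prk-4*, *asl-1* and the arginine synthesis gene *arg-6*, stands highest at 8 h (mean z of 1.22) and 18 h (0.73) and lowest at 2 h (−1.22) and 16 h (−1.35). The smaller group, with *his-7* (histidine synthesis), the histone gene *hH4-2* and the coactivator gene *mbf1*, is highest at 16 h (1.33), 2 h (1.07) and 12 h (0.82) and lowest at 8 h (−0.91). These profiles are of the 369 and 50 genes on the same side in both series. They were thus chosen partly on ΔMSN1 itself, so their opposite course there is not a test. Groups formed from the WT profiles have a mean correlation of −0.30 with each other in ΔMSN1, and of 0.62 and 0.17 within the larger and the smaller group. Random sets of as many genes, matched on expression and split in the same way, have a median of −0.02 between their groups and none of 1000 is as low (lowest −0.09). Random sets split more evenly, with a median of 191 genes in the smaller group. The third-harmonic genes were chosen for their profiles and vary together, which random genes need not do, so such sets are a weak comparison. Matched on length as well, the lowest random set has −0.296, against −0.304 for the third-harmonic genes. Without the library of 16 h the correlation between the groups of third-harmonic genes is −0.20. The larger group has longer genes (median 3914 bp against 1632.5 bp), and with the gene length trend removed, a step added after seeing the data, it is −0.045.

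**Figure D4:**
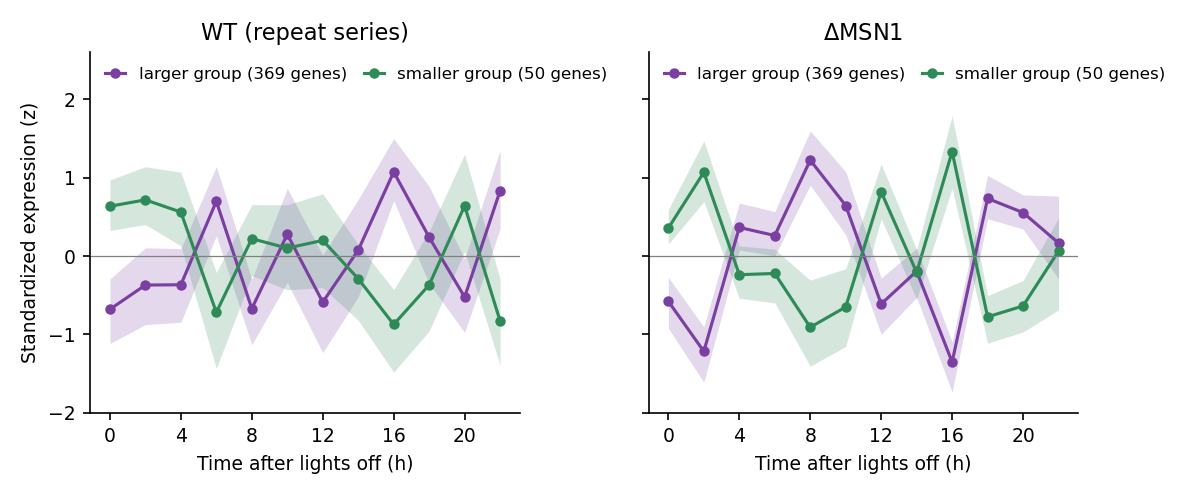
Mean standardized expression of the larger and the smaller group of third-harmonic genes against hours after lights off, in the repeat WT series (left) and ΔMSN1 (right). Only genes in the same group in both series are shown, and bands run from the lower to the upper quartile of genes.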

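NCU00265 is the only gene called for a different rhythm in ΔMSN1 and the repeat WT series (edgeR, adjusted p = 0.0739, n = 24 libraries). Of 100 assignments of the strain labels within times, the real one included, 35 call as many genes (highest other 668). Chance is therefore not excluded for this call. In the 22 h component alone *spr-7* and *scon-2* (sulfur control-2; adjusted p = 0.0468 for both) and NCU09992, NCU05885 and NCU05156 (adjusted p = 0.0534 for each) differ, as does NCU06170 (adjusted p = 0.0822); those without a gene name were named here after their values were seen. In the 11 h and the 7.33 h component alone, 0 genes differ. As a set, the third-harmonic genes differ in the 11 h component (competitive gene set test, adjusted p = 9.86e-09), a call that ends with an estimated correlation (adjusted p = 0.513). The circadian genes differ in the 22 h component (adjusted p = 1.55e-04) and the 7.33 h component (adjusted p = 0.00726). These set calls were not tested by shuffling, and with 1 series per strain they cannot be told from a difference between series. Within each strain, shuffled times ended the circadian call at 7.33 h (one-sided permutation test, adjusted p = 0.897 in ΔMSN1 and 0.953 in WT).

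*ff-7*, *met-8* and *hsp60* pass in no component. At unadjusted p < 0.05, 317 genes differ, and limma-voom calls 0. The count of 1 gene falls to 0 without 6, 8, 10, 16 or 18 h and rises to 5 without 0 h, 6 without 2 h and 13 without 22 h, and the 6 genes of the 22 h component fall to 0 without any time from 6 to 20 h and to 2 without 4 h, and rise to 11 without 2 h and to 19 without 0 or 22 h. From the 11 h period of the third-harmonic genes in ΔMSN1, the paper proposes that loss of MSN1 disturbs, directly or indirectly, one of the rhythmic factors behind the harmonics.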

### Two Phase Groups of 7-hr Genes Are Discordantly Co-Regulated under a Variety of Conditions

As we explained in the previous sections, we observed complex rhythmic phenomena in the 460 third harmonic genes under different genotypes. 

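Of 446 third-harmonic genes measured in both series, 369 are in the larger group in each of the repeat WT and the ΔMSN1 series, among them *eif3a*, *prk-4*, *asl-1* and *arg-6*. Another 50 genes are in the smaller group in each, among them *his-7*, *hH4-2* and *mbf1*. The remaining genes change sides: 5 are in the larger group only in the WT series and 22 only in ΔMSN1. In ΔMSN1 alone the grouping gives 391 and 55 genes. In the repeat WT series the 369 genes are highest at 16 h (mean z of 1.07), 22 h (0.83) and 6 h (0.70) and lowest at 0 h (−0.68) and 8 h (−0.67). The 50 genes are there highest at 2 h (0.72), 0 h (0.64) and 20 h (0.64) and lowest at 16 h (−0.87) and 22 h (−0.83).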

The one consistent feature in all the data was the anti-phasic regulation of Group 1 and Group 2 genes or, to rephrase it more generally, discordant co-expression of these two groups of genes. This is clearly evident from the time courses of the two groups of genes (Figures 4D and S5A) and even more so in the pairwise correlation matrices of the expression profiles (Figure S5B).

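Formed from the ΔMSN1 profiles and scored in the repeat WT series, the group of *eif3a* and *prk-4* and the group of *his-7* and *mbf1* have a mean correlation of −0.28 with each other. Within the larger and the smaller group it is 0.34 and 0.28. Random sets matched on expression have a median of −0.04 between their groups (lowest −0.06, none of 1000 as low as the third-harmonic genes). Random sets split more evenly, with a median of 193 genes in the smaller group. The third-harmonic genes were chosen for their profiles and vary together, so such sets are a weak comparison. Genes are not independent replicates here, and each series holds 1 culture per time. With the gene length trend removed the value is −0.11. The original WT, ΔCSP1 and Hurley et al. series are not used here.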

To test this proposition, we analyzed another recently published high-throughput sequencing study of the *N*. *crassa* transcriptome in an independent laboratory (Hurley et al., 2014). This dataset slightly differs from the datasets we generated in that the *Neurospora* cultures were grown in constant light conditions (not under LD cycles) and then measured in the dark. The data were collected every 2 hr over a time span of 48 hr to produce three separate time courses (sets 1, 2, and 3). When we applied our model-selection-based classification, we did not find any third harmonic rhythm in any of the sets, but did find circadian rhythms as in the original study. Confirming this conclusion, circadian rhythms were enriched in the Hurley et al. (2014) dataset among the WT circadian genes (Table S1). However, we did find statistically significant enrichment of third harmonic rhythms in one of the three WT third harmonic gene sets (adjusted p-values were 0.63, 0.35, and 0.02 for sets 1, 2, and 3). Ultradian (∼7–8 hr) rhythms with a variable baseline are visible in this one dataset (Figure 4D).

We then proceeded to consider the expression patterns of the two anti-phasic groups of third harmonic genes (Group 1 and Group 2). We observed that first there was indeed some kind of noisy oscillation in these genes, especially in set 3 from Hurley et al. (2014). Second, Group 1 and Group 2 genes were co-expressed and discordant both from the expression profiles (Figures 4D and S5A) and from the pairwise gene expression correlation matrices (Figure S5B).

## Discussion

We discovered ultradian ∼7-hr rhythms in the *N*. *crassa* transcriptome for the first time using our model-selection-based approach for the identification of harmonics. Although the time course spanned only a single circadian period of 22 hr, it included three cycles of the 7-hr third harmonic rhythms sampled every 2 hr. This is sufficient to have confidence in statistically identifying these rhythms (Hughes et al., 2009). Nonetheless, we performed a new 46-hr (two circadian periods) time course experiment and established using a complementary method (quantitative real-time PCR) that the selected third harmonic genes do persist beyond 1 day, albeit with severely dampened rhythm amplitudes. It is in general difficult to determine from a population measurement if this dampening is a single cell (loss of rhythms) or population effect (desynchronization).

Our model-selection-based approach has better precision-recall performance than the standard method (Wichert et al., 2004), although there is some loss of power due to classification of rhythms strictly into one of the harmonics. We excluded the possibility that these rhythms are an analysis artifact, such as normalization, by confirming these profiles using both alignment-free (Kallisto [Bray et al., 2016]) and alignment-based approaches (STAR [Dobin et al., 2013] + featureCounts [Liao et al., 2014]). In addition, we confirmed the presence of third harmonics in three independent experiments (two repeated WT and one ΔCSP1 time series) in liquid cultures in at least one of two different methods (quantitative real-time PCR and RNA sequencing). However, we were unable to observe third harmonics in solid *Neurospora* cultures using luciferase reporter assays, although we observed oscillations in several clones. Finally, statistically significant enrichment of noisy ultradian rhythms was visible in at least one experiment in liquid media from an independent laboratory (Hurley et al., 2014). This raises the possibility that the ∼7-hr rhythms might be observed only in liquid culture conditions, which are not amenable to many standard assays, such as promoter-based luciferase assays. This might explain why they have not been observed previously.

There were a third as many third harmonic genes as circadian ccgs, which is a much higher fraction than that observed in the mouse liver (63/3,667) (Hughes et al., 2009). Intuitively, we expect to observe successively fewer genes at the higher harmonics if they are derived from the circadian clock, similar to the mouse liver (Hughes et al., 2009). For instance, two appropriately phased circadian TFs can drive second harmonic rhythms (Westermark and Herzel, 2013). However, third harmonic rhythms could be generated by three appropriately phased circadian TFs, which seems harder to achieve. Our discovery of many more third harmonic than second harmonic rhythms is hence even more remarkable.

In addition to being expressed in two anti-phasic clusters (Groups 1 and 2), the third harmonic genes in each cluster also shared highly similar expression profiles. In fact, this discordant co-regulation of Group 1 and Group 2 genes appeared to be the most robust feature across all the genotypes we studied, including in the independent study from Hurley et al. (2014). This suggests that all the third harmonic genes within a cluster might be regulated by a common mechanism. We found significant enrichment of only one TF, called female fertility 7 (FF-7). FF-7, a putative O-acetyl transferase, had a third harmonic transcript, and about a third of the third harmonic genes had a binding site for FF-7. However, FF-7 did not have a preference for either Group 1 or Group 2 genes. This suggests that FF-7 might be a possible candidate common regulator that transmits the harmonic signal to downstream genes. In fact, FF-7 targets itself (Table S1), and this auto-regulatory feedback could be the involved in third harmonic generation.

We hypothesized that the circadian clock might drive harmonics via circadian TFs binding to the promoters of the third harmonic genes. We did not, however, find any (statistically significant) evidence in the available ChIP-seq data for binding of known circadian TFs in the vicinity of harmonic genes. Moreover, the knockout of one circadian repressor, CSP1, did not abolish the third harmonic rhythms, but rather superimposed circadian rhythms on these genes. This strongly suggests that at least a part of the regulation might be post-transcriptional. Post-transcriptional circadian regulation is widespread in *Neurospora* (Hurley et al., 2014). Comparison of promoter-based luciferase assay and qPCR for the genes can reveal the contribution of transcriptional and post-transcriptional regulation of the harmonic genes. To test the broader connection between the circadian clock and harmonics, a study of harmonics in the transcriptome of the clock-less *frq*^0^ strain under the same conditions would be valuable.

Based on the KEGG pathway enrichment, we hypothesized and confirmed that MSN1 is important for 7-hr rhythm generation. In particular, knockout of MSN1 transformed the third harmonic rhythms to second harmonic (11 hr) rhythms. This is consistent with one proposed paradigm for harmonic generation, where we expect that three circadian inputs with appropriate phases are necessary for generating third harmonic rhythms. The ΔMSN1 phenotype is suggestive of the loss of one such factor resulting in second harmonic rhythms. Finally, ΔMSN1 phenotype is indicative of the possible contribution of MAPK or stress response signaling to the harmonics. Similarly, endoplasmic reticulum (ER) stress is shown to initiate 12-hr rhythms in the mouse liver (Zhu et al., 2017).

There is yet the argument that sampling immediately after the light-to-dark transition can generate transients, because many genes in *Neurospora* are known to be light inducible (Chen et al., 2009, Sancar et al., 2015a). However, we found very few light-induced genes (even over a span of 120 min) in the third harmonic gene set, and thus light does not seem to play a role through known mechanisms. We did also find significant dampening of the rhythms in the two genes we studied over the longer 46-hr time course, which might be due to loss of coherence within the population or from loss of single-cell rhythms. Regardless, we cannot exclude the possibility that the rhythms are transients.

Another open question is whether the harmonics are generated by an independent clock or an oscillator. There is a rich history of non-circadian oscillations in *Neurospora*, such as the FRQ-less oscillator (FLO) (Sussman et al., 1964), nitrate reductase oscillator (NRO) (Christensen et al., 2004), and choline deficiency oscillator (CLO) (Lakin-Thomas, 1998), that can show periods between 10 and 100 hr depending on metabolic and temperature conditions. Importantly, these non-circadian rhythms have not been observed simultaneously with an intact circadian oscillator as is the case here. In addition, the non-circadian oscillators do not have the hallmarks of clocks, namely, temperature and metabolic compensation of the period. Our analyses do not preclude a circadian-clock-independent mechanism for harmonic generation including an independent oscillator in resonance with the circadian clock resulting in the harmonic period relationship.

The third harmonic genes are functionally involved in every aspect of the information flow within the cell from transcription, translation, post-translational modification, and transport/chaperones and could thus be vital to the organism. Moreover, tricarboxylic acid cycle (in addition to MAPK and stress response signaling) was implicated in the KEGG pathway, raising the possibility that the harmonics arise from one of these fundamental processes. In addition, it appears that *Neurospora* and mice share four families of harmonic genes that appear to be conserved between these two model organisms. Since the mechanistic basis for harmonics is yet unclear in all model organisms, this conservation might stimulate future studies on the underlying mechanism. Moreover, *Neurospora* provides a simpler circadian model system than mammals for studying mechanisms of harmonic generation.

A functional role for these harmonics is difficult to determine, and, in fact, no clear role for harmonics has yet been identified for any transcriptomic, proteomic, or metabolic ultradian rhythms (Hughes et al., 2009, Krishnaiah et al., 2017, Zhu et al., 2017), with the exception of one 12-hr gene, IRE1α. IRE1α plays a role in lipid metabolism in the endoplasmic reticulum in the mammalian liver, and its second harmonic rhythm is circadian clock dependent (Cretenet et al., 2010). One theory is that these rhythms are ultradian slave oscillators that can resonate to inputs from the circadian clock and hence lock onto harmonic period relationships. Such slave oscillators might be used to temporally tune certain processes in the organism and can act as a “playground” for evolution without disturbing the already fine-tuned circadian system.

Ultradian rhythms appear to be also widespread in the physiology and behavior of more complex eukaryotes, including the dopaminergic oscillator driving arousal in the brain (Blum et al., 2015), gene expression (Zhu et al., 2017, Ono et al., 2015), and in hormone secretion (Walker et al., 2012, Tannenbaum and Martin, 1976), which appear to persist on ablation of the suprachiasmatic nucleus in the brain. There is also evidence of ultradian rhythms being relevant to the ecology of organisms, for example, ultradian feeding rhythm of common voles (Daan and Slopsema, 1978) and rhythms in parental care in birds (Bulla et al., 2016).

The coexistence of ultradian and circadian rhythms across a variety of scales and organisms has important bearing on the way we analyze rhythmic empirical data. Most analysis methods assume rhythms with a single mode (peak) of activity over a 24-hr period and disregard both ultradian rhythms and other “non-sinusoidal” periodic waveforms. The latter might indicate a confluence of multiple period inputs, and even irregular waveforms might have biological significance in their own right, a fact also highlighted by Zhu et al. (2017). Future studies would do well to consider different periods and waveforms to construct a complete picture of rhythms over circadian timescales.

## Limitations of the Study

We would like to discuss a few limitations of the study. First, the transcriptomic data used in this study were derived from liquid cultures similar to other transcriptomic datasets on *N*. *crassa*. Most of the research on *Neurospora* as a model organism has been carried out on solid media cultures. It is unclear what the effects of the culture conditions (temperature, media) on the physiology of this organism are and how these results relate to past studies. Second, as a predominantly computational study, the key results, such as the number of harmonic genes and functional categories, are dependent on the choice of threshold, and the significance measures are highly dependent on the choice of null hypothesis. We have attempted to present the results in a way to minimize the *qualitative* effect of choice of thresholds (e.g., number of genes over a range of FDR thresholds).

## Methods

All methods can be found in the accompanying Transparent Methods supplemental file.

## Supplemental Information

Document S1. Transparent Methods, Figures S1–S5, and Tables S3 and S4

Table S1. Circadian and Harmonic Genes Identified in the WT *N. crassa* Strain, Related to Figures 1 and S1 Lists of the harmonic genes identified in the original and verification datasets along with the amplitude and phase of the rhythms and presence of binding sites of known transcription factors in the vicinity of the gene.

Table S2. Functional and KEGG Pathway Enrichment of the Third Harmonic Genes, Related to Figure 1 Assignment of the third harmonic genes to the significant (*p* < 0.05) functional categories identified by FungiFun2. The results of a similar enrichment analysis of third harmonic genes in the KEGG pathways are also shown.

How the deposited data were processed for this re-analysis (not part of the article)

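RNA was measured in 24 libraries of *N. crassa* liquid cultures, 12 of the WT strain (the repeat series) and 12 of ΔMSN1, with 1 culture per strain and time from 0 to 22 h of darkness in steps of 2 h. By the submitters' notes the cultures were entrained for 2 days to 11 h of light and 11 h of dark, moved in a staggered way so that all were harvested within 10 h, and sequenced from poly(A) libraries, with kallisto 0.43.1 as the tool of quantification. The conditions come from the sample labels, and 0 columns were left unmapped. A sequencing lane is named only in the labels of ΔMSN1, so strain and lane cannot be separated.

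The deposited tables are described as estimated counts per gene, and it is not known how the authors scaled them. Most values are not whole numbers (11.5 to 15.4% of them are, by library). Yet each library sums to a whole number, from 2732470 to 8094126 in WT and from 2415479 to 9829687 in ΔMSN1. In ΔMSN1 at 0 h, 8281 of 9730 genes are above 0 and 14.9% of values are whole, so the whole values are in effect the zeros. In 767 genes the smallest value above 0 falls with gene length (Pearson r = −0.76 across genes, on ln scales). Together these argue that the values were rescaled by a quantity that grows with gene length. The scaling itself is not known, so CPM and the filter on CPM may not stand for reads. A fit of values times gene length was added. Estimated counts were rounded to whole numbers for the tests. The tables hold 9730 genes, of which 9729 have an entry in the reference table; gene names come from that table, the paper and Tables S1 and S2. The genome build used for quantification is not given in the sources used here.

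The sets of 460 third-harmonic, 106 second-harmonic and 1218 circadian genes are the paper's (Table S1). The mean expression that Table S1 lists for the verification sheets matches the WT libraries used here (SD of the log2 ratio 0.01 for the third-harmonic genes, against 0.52 for the sheet of the original series). Folds and phases of the circadian verification sheet equal those of the first sheet in 197 of 197 entries although the genes differ, so no amplitude or phase was taken from Table S1, which also holds no column of groups.

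Tests were run with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Rhythms were tested with edgeR's quasi-likelihood F test on 6 harmonic terms of 22, 11 and 7.33 h, with TMM scaling and genes at a mean of at least 2 CPM, at a false discovery rate of 0.1; a called gene goes to the period with the largest F. Sets were tested with limma's cameraPR at a correlation of 0.01, adjusted over 9 combinations of set and period at 0.05, and again with an estimated correlation and with 10000 shuffles of the times. Amplitudes for shares come from least squares on log2(CPM + 1), and groups use correlations of log2(CPM + 1) values. Peak times and their differences are those of the rhythm fit of each strain. Groups were formed by average linkage on 1 minus Pearson's r in one series, scored in the other, and compared with 1000 random sets matched on expression. The planned shuffle of the libraries for the groups was not run, because correlations within a series do not depend on the order of its libraries. Strain effects were tested in edgeR with time as a factor (adjusted p < 0.05), and strain by rhythm terms in all 24 libraries.

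Genes were named by a rule fixed before the files were examined. It takes every gene the paper names, the clock genes and the 2 to 4 members of each gene list with the smallest p. Per strain and period it takes, of the named genes strongest at that period, the 5 with the smallest p in the test of all periods together. It also takes the 10 largest rises and 10 largest falls past adjusted p < 0.05 that go the same way at all 12 times with at least 5 CPM in the higher strain, and the 10 named genes with the smallest p for a difference of rhythm. Values of the paper's genes in its tables had been seen when that rule was written. A set of 20 gene lists was fixed before the files were examined and 9 were added afterwards, adjusted as separate families.

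The tests were tested on simulated data with 200 changed genes. With a spread that follows expression, the rhythm test called 56.1% of genes with a 2-fold rhythm and 90.9% with a 3-fold rhythm in WT (33.3% and 97.0% in ΔMSN1), and 5 of 106 and 9 of 98 called genes were not changed. With a spread that varies from gene to gene, 14 of 83 and 29 of 92 called genes were not changed, above the rate of 0.1 that was set. The strain test called 10.4%, 89.6% and 100% of genes changed 1.25, 1.5 and 2-fold. With no changed gene, 33.4% of genes are strongest at 11 h in ΔMSN1.

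Alternatives were other thresholds, filters, scalings and tools, leaving out each time, no block for time, and one fit of the 24 libraries. Added after the data were seen were the best of 3 fits of single periods, values times gene length, the removal of a trend with gene length (lowess, span 0.5), unadjusted p < 0.05 and the strain test without 8 and 10 h. The paper's supplemental methods and the original WT, ΔCSP1 and Hurley et al. series were not used here, so the authors' model selection was not rerun.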

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

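The removal of the gene length trend as a test of the whole effect, and the count of neighbouring genes, were chosen only after the results they concern were seen; the other tests were written before.

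The profile of the third-harmonic genes in ΔMSN1, strongest at 11 h in 354 of 446 genes, belongs to genes longer than most, so a trend of expression with gene length between libraries was weighed first. In random sets matched on length and expression the central 95% ends at 56.1% (highest 58.3%, none of 1000 at the level of the set). The genes of the set were chosen for their profiles and vary together, which those of random sets need not do. Genes that follow the trend most closely could exceed such sets, so this test cannot exclude length alone. After removal of the trend 50.4% of the set and 38.4% of all genes are strongest at 11 h (p = 0.103, one-sided permutation test). Part or all of the signal may thus run along gene length, and the test leaves this open. The slope of expression on length in the other genes tracks the mean profile of the larger group (Pearson r = 0.98 in ΔMSN1 and 0.95 in WT, two-sided permutation p = 1e-05, the smallest possible, adjusted 2e-05, over 4 relations with n = 12; Spearman 0.95 and 0.91, p = 5e-05 and 8e-05; r = 0.95 without 16 and 2 h and 0.92 without 22 and 16 h), and depth tracks it in ΔMSN1 (r = 0.71, p = 0.0109, adjusted 0.0145; Spearman 0.76, p = 0.00553; r = 0.55 without 10 and 8 h) but not in WT (r = −0.29, p = 0.356, adjusted 0.356; Spearman −0.24, p = 0.457; r = −0.34 without 10 and 4 h). Thinned to equal depth, the share is 69.9% on average (67.3 to 72.4%), which leaves depth open as a partial cause. The values appear to have been rescaled, so this thinning may not copy the noise of reads.

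The opposite course of the groups was weighed against the same trend. In random sets matched on length and expression the central 95% of the correlation between groups starts at −0.16 (median 0.07, lowest −0.296, none of 1000 as low), against −0.304 for the third-harmonic genes. With the trend removed it is −0.045, and −0.114 in place of −0.275 for groups formed in ΔMSN1 and scored in WT. Most of the opposition is thus lost with the trend. Length could carry most or all of the opposition between series, and the test cannot tell this from a regulation of long genes as such.

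Genes that differ between the strains lie side by side: 311 neighbouring pairs are changed the same way, against a median of 176 and at most 220 in 10000 shuffles (one-sided permutation p = 0.0001, the smallest possible), a signal the paper did not analyse. Around *msn-1*, 25% of 100 genes are changed (median 21% in other windows, whose central 95% ends at 34%), which argues against a linked stretch of foreign background as long as 100 genes; of the 10 nearest, 4 are higher (NCU02666, NCU02669, NCU02670 and NCU02672) and *arg-3* is lower, against 21.8% of all genes, so a shorter linked stretch is not excluded. Leaving out overlapping genes gives 283 pairs (the central 95% of shuffles ends at 177), leaving out the 10 densest windows 272 (195) and leaving out the chromosome ends 222 (164), so none of these is the whole cause. Differences of background elsewhere in the genome, and the sequencing lane, were not tested and stay possible.

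A difference of rhythm between the strains was called for NCU00265 (edgeR, adjusted p = 0.0739), where the assignments given below do not exclude chance. By set (competitive gene set test) the third-harmonic genes were called at 11 h (adjusted p = 9.86e-09, lost at 0.513 with an estimated correlation). The circadian genes were called at 22 h (adjusted p = 1.55e-04) and 7.33 h (adjusted p = 0.00726). The set calls were not tested by shuffling, and with 1 series per strain they cannot be told from a difference between series. In comparisons the paper did not make, 1596 genes differ in mean expression, and the lists of cytosolic ribosomal proteins (adjusted p = 9.49e-05), glycolysis by symbol (0.0346), ergosterol synthesis (0.00257) and amino acid synthesis (8.23e-05) stand lower in ΔMSN1. With an estimated correlation all 4 lists lose the call (adjusted p = 0.156, 0.596, 0.567 and 0.627).

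Random assignments of the libraries were tried 100 times, the real one included. For 1596 genes of the strain effect 1 assignment, the real one, reaches the count (highest other 31). The libraries of the strains thus differ consistently over the times, but with 1 series per strain the source of this difference stays open. For 23 rhythmic genes in WT 4 assignments reach the count (highest other 54), under 0.05 by a narrow margin. Leaving out 1 time gives 0 to 454 genes there, so chance is not firmly excluded. For 3 rhythmic genes in ΔMSN1, 23 assignments reach the count (highest other 166), and for the 1 gene with a different rhythm 35 do (highest other 668), so chance is not excluded for either. Why single assignments call 166 or 668 genes was not tested.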

How the results depend on the processing

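The unadjusted counts, best of 3 single periods, values times gene length, both removals of the length trend and the strain test without 8 and 10 h were chosen only after the results were seen. The strain effect (1214 to 1774 genes when 1 time is left out), the circadian set at 22 h in WT and the groups kept their side of the threshold under the planned settings run for each. The overlaps rest on 0 to 4 calls and were not recomputed with a time left out, so their stability is not known. Counts of rhythmic genes moved, and with 1 culture per time they rest on single libraries; the cause was not tested. Rhythms of 1.5-fold are mostly missed (5.88% found in WT and 4.41% in ΔMSN1 in data simulated at the depth and spread of these libraries). The strain test is paired by time, which is its block (1495 genes without it), and the replicate number adds no pairing because the labels give 1 to every library.

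Rhythmic genes in WT (23) and ΔMSN1 (3): unadjusted 921 and 591; DESeq2 likelihood ratio test 308 and 192; best of 3 single periods 45 and 7; 24 libraries in one fit 40 and 33; without 0 h 454 and 9; leaving out 1 time 0 to 454 and 0 to 82. In WT only, FDR 0.05 gives 6, limma-voom 6 and values times length 58; in ΔMSN1 only, the length trend removed gives 5. At 7.33 h in WT (0): unadjusted 228, DESeq2 47, best of 3 single periods 1, values times length 2, without 0 h 85, leaving out 1 time 0 to 85. At 11 h in ΔMSN1 (0): unadjusted 187, DESeq2 54, limma-voom 1, one fit 1, leaving out 1 time 0 to 39. Difference of rhythm (1): unadjusted 317, limma-voom 0, leaving out 1 time 0 to 13.

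Sets past 0.05 in ΔMSN1 (3): shuffled times 0, leaving out 1 time 2 to 5. Sets in WT (5): estimated correlation 3, limma-voom 3, shuffled times 1, leaving out 1 time 2 to 6. Third-harmonic genes at 11 h in ΔMSN1: adjusted p = 0.521 (estimated correlation), 0.0713 (length trend removed) and 0.318 (shuffled times). Circadian genes at 22 h in ΔMSN1: 0.0756 (shuffled times). Third-harmonic genes at 7.33 h in WT: 0.924 (estimated correlation), 0.0630 (limma-voom), 0.00180 to 0.569 leaving out 1 time. Gene lists fixed before (1): 0 with an estimated correlation. Share of third-harmonic genes strongest at 11 h in ΔMSN1: 50.4% (p = 0.103) with the length trend removed, 56.1% (p = 0.0631) with the trend of the other genes removed, 54.5 to 86.1% leaving out 1 time. Groups: −0.045 with the length trend removed, −0.36 to −0.20 leaving out 1 time.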

Differences from the paper's values

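The fit of values times gene length and the unadjusted levels below were chosen only after the results were seen; all other alternatives were set before.

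For the repeat WT series, Table S1 lists the paper's 22 genes at 7.33 h, against 0 here. The false discovery rate is the same, but the test here is an F test and not the paper's model selection. None of the alternatives set before the data were examined comes within 1.5 times of it: DESeq2's likelihood ratio test gives 47 (6 of the paper's genes among them), the fit without 0 h gives 85 (8 of them), leaving out 12, 22 or 10 h gives 5, 8 and 1 (none of the paper's), and all others give 0. At unadjusted p < 0.05, 17 of the paper's 22 genes are found at 7.33 h. At 11 h the paper's count is 6, against 1 here, which is among the paper's genes; DESeq2 gives 55 and the fit without 0 h 79 (4 of the paper's genes in each), leaving out 22 h gives 10 (2 of them) and 12 h 3, and the other alternatives set before give 0 to 2. Values times gene length, chosen after seeing the values, gives 7, which comes within 1.5 times but drops 5 of the paper's 6 genes; at unadjusted p < 0.05 all 6 are found. At 22 h the paper's count is 197, against 22 here, 18 of them the paper's. DESeq2's likelihood ratio test (206, with 99 of the paper's genes) and the fit without 0 h (290, with 114) come within 1.5 times of it; the other alternatives set before do not, at 6 to 38, or 0 to 91 with any other time left out. At unadjusted p < 0.05, 169 of the 197 are found at 22 h. The largest adjusted p on the paper's circadian verification sheet is 0.755, above the false discovery rate the paper states for its calls. That sheet repeats the folds and phases of the first sheet, so its p may not belong to this series either.

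The paper states that rhythms of 22 and 11 h prevail in ΔMSN1, and 3 genes are called here, all at 22 h; DESeq2's likelihood ratio test calls 109 at 22 h, 54 at 11 h and 29 at 7.33 h, the paper's order. It states that all third-harmonic genes took the 11 h period in ΔMSN1, and 354 of 446 are strongest there. It states that third-harmonic components of WT are enriched among the second-harmonic genes of ΔMSN1. In the repeat WT series, while the panel's WT series is not analysed here, the adjusted p is 0.320 for genes taken at unadjusted p < 0.05. It states that third-harmonic expression was seen again in the repeat WT series, in anti-phasic clusters, with smaller amplitudes and fewer genes detected. It adds quantitative PCR of *met-8* and *hsp60*, which is not analysed here. In the repeat WT series the 7.33 h component of the third-harmonic genes is lower than that of other genes (competitive gene set test, adjusted p = 0.0493). That call is lost with an estimated correlation (0.924) and with limma-voom (0.0630), and its direction turns without 8 h or 10 h. The test compares the set with other genes and does not measure whether a rhythm is present.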

Other observations

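The lists named by symbol and those of ergosterol, amino acid and cell wall synthesis were chosen only after the strain effect was seen. In ΔMSN1 1596 of 7310 genes differ in mean expression from the repeat WT series, 870 higher and 726 lower (edgeR, time as a factor, adjusted p < 0.05, n = 12 libraries per strain; 2582 at unadjusted p < 0.05). Strain is not separable here from the sequencing lane. The paper also mentions that the knockout grows more slowly, and whether growth rate lies behind any of these differences was not tested. The cellulase gene *gh7-4* rose from 0.208 to 7.12 CPM (log2 fold change 4.88, SE 0.22, adjusted p = 2.52e-10). *acu-6*, which codes for the phosphoenolpyruvate carboxykinase of gluconeogenesis, rose from 22.5 to 95.5 CPM (log2 fold change 1.97), *pod-2* from 12.5 to 38.6 CPM (1.63) and the third-harmonic gene NCU05116 (phosphoglycerate mutase) from 25 to 72.9 CPM (1.53). NCU00233 (1.74), *lacc* (a laccase, 1.68), *neg-1* (1.5), *wsc2-1* (1.44), NCU09844 (1.24) and NCU00955 (1.22) rose too. *app*, the abundant perithecial protein, fell from 116 to 19.9 CPM (−2.48, SE 0.17, adjusted p = 4.39e-08), and the polysaccharide monooxygenase genes *gh61-9* (61.6 to 16.6 CPM, −1.73) and *gh61-12* (73.7 to 25.7 CPM, −1.48) and the opsin gene *nop-1* (−1.32) fell with it. NCU10031 (−1.21), NCU04994 (−1.18), NCU09209 (−1.14), NCU02361 (−1.04), *lao* (−0.99) and NCU09533 (−0.97) are the other falls. Each of these genes moved the same way at all 12 times, which was a condition of their choice. Of the genes whose rhythm the paper follows by PCR, *met-8* fell (−0.67, SE 0.15, adjusted p = 0.00644) and *hsp60* has −0.25 (adjusted p = 0.174); the clock gene *wc-2* rose (0.28, adjusted p = 0.0116).

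Of the 20 lists fixed before, cytosolic ribosomal proteins is the only one to pass: 9 of 12 fell (9 adjusted over the list alone), with a median log2 fold change of −0.30, and *crp-10* (−0.31), *crp-15* (−0.40) and *crp-7* (−0.36) among them (adjusted p = 9.49e-05 for the list; adjusted p = 0.156 with an estimated correlation). Of 13 clock-controlled genes 4 fell, *ccg-1* (−0.53), *ccg-14* (−0.77), *ccg-6* (−0.27) and the hydrophobin gene *eas* (−0.88), and over the list alone 6 fell and 1 rose (adjusted p = 0.0546). In carotenoid synthesis the phytoene dehydrogenase gene *al-1* fell (−0.95) and *cao-1* rose (0.74), with 3 of 6 lower (4 over the list alone; adjusted p = 0.220). Of 18 heat shock genes 4 fell and 1 rose (adjusted p = 0.131), and of 30 genes of plant cell wall degradation 6 rose and 6 fell (adjusted p = 0.570). Of 12 genes of the core clock 1 rose and 1 fell (adjusted p = 0.915). Of the 9 lists added, amino acid synthesis has 14 of 65 lower and 1 higher (14 and 1 over the list alone; adjusted p = 8.23e-05; adjusted p = 0.627 with an estimated correlation), with *met-5* (−0.36), *trp-2* (−0.54) and *lys-7* (−0.57) lower and *his-7* higher (0.65). Ergosterol synthesis has 3 of 9 lower, *erg-13* (−0.66), *erg-7* (−0.49) and *erg-9* (−0.60), and 7 over the list alone (adjusted p = 0.00257; adjusted p = 0.567 with an estimated correlation). The glycolysis list fixed before has 3 higher and 4 lower of 10 (3 and 5 over the list alone) and does not pass (adjusted p = 0.475). Glycolysis by symbol, a smaller list, has 1 of 4 lower, and 4 over the list alone (adjusted p = 0.0346; adjusted p = 0.596 with an estimated correlation and 0.0613 with the length trend removed). The TCA cycle list fixed before has 2 of 8 lower (adjusted p = 0.254), and that by symbol has 2 higher and 3 lower of 18 (adjusted p = 0.162; 0.0436 without 8 and 10 h). The counts of genes depend on the scaling: with DESeq2's size factors 6 heat shock genes, 6 TCA cycle genes by symbol and 18 of amino acid synthesis are lower, and with the gene length trend removed 8, 6 and 20. Of ergosterol synthesis 4 genes are lower under each of these scalings, and 6 without 8 and 10 h. Of carotenoid synthesis 4 are lower under each, and 1 without 8 and 10 h.

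By set of Table S1, 18 third-harmonic genes rose and 34 fell of 446, 21 second-harmonic genes rose and 7 fell of 101, and 208 circadian genes rose and 206 fell of 1157.

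For the difference of rhythm, *chit-1* (adjusted p = 0.199), NCU01057 (0.428), NCU09800 (0.465), the methionine permease gene *aap-7* (0.465), *cys-3* (0.503), *lyz* (0.694) and *cys-16* (0.732) do not pass. Of the named genes strongest at 11 h in WT, those with the smallest p in the test of all periods together are *nop-1* (2.03-fold, adjusted p = 0.148), *his-6* (1.53-fold, 0.193), NCU04195 (1.51-fold, 0.206), *erg-7* (1.49-fold, 0.206) and *neg-1* (1.93-fold, 0.227). Of those strongest at 7.33 h, *lyz* (1.67-fold) and NCU00754 (2.98-fold) have adjusted p = 0.167. In ΔMSN1 NCU03696 has 1.99-fold at 11 h (adjusted p = 0.407).

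Across genes, the correlation of a WT with a ΔMSN1 library of the same time lies between −0.12 and 0.49 after each strain's mean is removed, highest at 22 h.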
